# PyMT-1099, a versatile murine cell model for EMT in breast cancer

**DOI:** 10.1038/s41598-018-30640-1

**Published:** 2018-08-14

**Authors:** Meera Saxena, Ravi Kiran Reddy Kalathur, Melanie Neutzner, Gerhard Christofori

## Abstract

An epithelial-mesenchymal transition (EMT) has been implicated in cancer metastasis, drug resistance, and in conferring stem cell-like traits to cancer cells. Most studies investigating EMT in cancer have either utilized immortalized or cancer cell lines that are already primed to undergo an EMT and do not adequately represent a fully differentiated epithelial state in the absence of an EMT induction. Hence, model systems are required which recapitulate all stages of EMT in cancer cells. Here, we report the derivation and characterization of epithelial PyMT-1099 cancer cells from the MMTV-PyMT mouse model of breast cancer. We demonstrate that PyMT-1099 cells undergo an EMT upon TGFβ treatment, while upon TGFβ withdrawal they go through a mesenchymal-epithelial transition (MET), as assessed by changes in cell morphology and marker expression and comparable to normal murine mammary gland NMuMG cells. However, in contrast to NMuMG cells, PyMT-1099 cells show an increase in cell migration and are highly tumorigenic and metastatic when transplanted into immunocompromised mice. Finally, we report cancer cell-specific changes in gene expression during EMT of PyMT-1099 cells not found in non-transformed NMuMG cells. Thus, PyMT-1099 cells are a versatile tool to study breast cancer-associated EMT and MET *in vitro* and *in vivo*.

## Introduction

More than 90% of breast cancer-related deaths can be ascribed to systemic dissemination of cancer cells leading to their metastatic outgrowth in distant organs^1^. Since metastatic breast cancers are highly aggressive and drug resistant, understanding the molecular pathways underlying their malignant progression is critical for the development of efficacious cancer therapies. The evolutionarily conserved developmental program of an epithelial-mesenchymal transition (EMT), wherein cells lose their epithelial characteristics and instead acquire mesenchymal markers and cell motility, is believed to play an important role in the ‘initiation’ of the invasion-metastasis cascade of cancer cells^2–4^. An EMT is a physiological process during the multiple stages of embryogenesis and organ development, in which epithelial cells convert into highly mobile mesenchymal cells which give rise to bone, muscle, connective tissue, and blood vessels^5,6^. In malignant carcinogenesis, it is believed that cancer cells can hijack EMT to leave the primary tumor and invade into surrounding tissue and into blood and lymphatic vessels, providing a simple explanation for the seemingly complex process of cancer cell dissemination and metastasis formation^7,8^. Some recent reports have raised the possibility that specific EMT factors are responsible for specific stages of an EMT and for metastasis and drug resistance, thus suggesting the existence of specific subprograms and stages of partial and/or full EMT^7,9–13^. An EMT has also been implicated to overcome apoptosis induced by anchorage deprivation^14^ or to genotoxic stresses^15^. Finally, an EMT has been found to enrich for cancer stem-like cells (CSCs) that display mesenchymal characteristics and are resistant to chemotherapy^16,17^. However, to overcome the differences between experimental models and uncertainties about the various stages and the extent of an EMT and its contribution to cellular processes, there is a need of additional reliable model systems that can replicate the dynamic “plastic” changes associated with an EMT of cancer cells *in vitro* and *in vivo*.

Several cell lines are currently being used to study the process of an EMT *in vitro* and *in vivo*. Few examples include the normal murine mammary gland (NMuMG) cells^18^, Py2T cells^19^, the 4T1 cell series^20^, Madin-Darby canine kidney cells (MDCK) cells^21^ or the human cell lines MCF10A^22,23^, MCF7^24^ or immortalized human mammary epithelial (HMLE) cells^16^. While these cell lines are used across laboratories studying EMT, they are associated with some caveats. For example, while NMuMG, MDCK and MCF10A cells undergo an efficient transition from an epithelial to a mesenchymal phenotype in response to TGFβ *in vitro*, these cells are only immortalized and cannot be used to study a cancer-associated EMT *in vivo*. Py2T cells overcome this problem as they have been derived from a mammary gland tumor of a MMTV-PyMT transgenic mouse and can be transplanted into mice to study cancer cell EMT *in vivo*. However, Py2T cells exhibit a metastable epithelial phenotype and seem to have already initiated the EMT process in their basal state as evident by their morphology and EMT marker expression profile^19^. The widely used murine 67NR, 168FARN, 4TO7 and 4T1 cell series are useful for studying each step of the invasion-metastasis cascade individually^20^. However, none of these cell lines serve as an adequate model for a full EMT. Several studies have employed the highly aggressive human MDA-MB-231 cells to study EMT and its role in metastases formation *in vivo*^25^, but these cells are already in a stable mesenchymal state and lack the cell plasticity associated with an EMT. Hence, cellular models that recapitulate each dynamic step of an EMT and can also be used for tumor and metastasis formation experiments *in vivo* are rare.

We here report the generation and characterization of PyMT-1099, a murine cell line derived from a mammary tumor of a mouse mammary tumor virus- polyomavirus middle T Antigen (MMTV-PyMT) transgenic mouse^26^. PyMT-1099 cells undergo a TGFβ-induced EMT comparable to that of NMuMG (E9) cells *in vitro*, yet they form tumors and metastases upon transplantation into immunocompromised mice. In addition, PyMT-1099 cells undergo a complete mesenchymal to epithelial transition (MET) upon TGFβ withdrawal, similar to NMuMG (E9) cells. Hence, PyMT-1099 cells are an excellent model for EMT and MET research both *in vitro* and *in vivo*.

## Results

### Derivation of the PyMT-1099 cell line

To derive a cancer-specific cell line that could be used as an adequate model to study the process of an EMT *in vitro* and *in vivo*, we isolated cells from a mammary gland tumor of the MMTV-PyMT (FVB/N) transgenic mouse model of breast cancer^26^. Following mechanical and enzymatic dissociation, the cell mixture was plated in a 10 cm culture dish. After 1.5–2 months in culture with regular differential trypsinization to remove contaminating fibroblasts, individual clones started to proliferate and expand. Interestingly, these cells exhibited a well-differentiated, cobble stone-like morphology, very similar to the epithelial morphology of NMuMG (E9) cells. We named these cells PyMT-1099 (PyMT to refer to the mouse model and the number of the mouse from which the cells were derived) (Fig. 1A). In contrast, Py2T cells, though epithelial, lacked a defined cobble stone-like morphology and seemed to be in a “partial EMT” phenotype already (Fig. 1A), as previously reported^19^. The presence of the PyMT transgene in the genome of PyMT-1099 cells confirmed their tumor origin (Fig. 1B). The presence of the PyMT oncogene in two MMTV-PyMT primary breast tumors and Py2T cells served as positive controls, while its absence in NMuMG (E9) cells served as a negative control (Fig. 1B).

**Figure 1:**
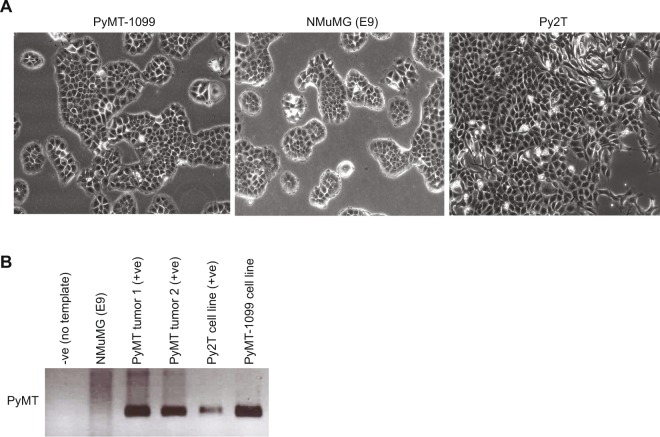
Generation of epithelial PyMT-1099 murine breast cancer cells. (**A**) Photomicrographs represent the morphology of epithelial PyMT-1099, NMuMG (E9) and Py2T cells. Magnification, 10X. (**B**) Genotyping PCR was performed on genomic DNA isolated from PyMT-1099 cells for the presence PyMT oncogene. NMuMG (E9) served as the negative control in addition to a no template control and PyMT primary tumors and Py2T cells served as the positive controls. Uncropped scans from the genotyping PCR (agarose gel) are displayed in Fig. S4.

### TGFβ-induced EMT of PyMT-1099 cells *in vitro*

To assess whether PyMT-1099 cells could undergo the morphogenic events associated with an EMT, they were cultured in the presence of TGFβ for 1, 4, 7 or 10 days. Interestingly, comparable to immortalized NMuMG (E9) cells, PyMT-1099 cells exhibited a clear change from epithelial to mesenchymal morphology during 10 days of TGFβ treatment (see Supplementary Fig. S1A). Quantitative RT-PCR analysis revealed a decrease in the expression of epithelial marker E-cadherin (*Cdh1*), and an increase in the expression of mesenchymal markers, such as N-cadherin (*Cdh2*), fibronectin 1 (*Fn1*) and neural cell adhesion molecule (*Ncam1*) in PyMT-1099 cells treated during 10 days with TGFβ (Fig. 2A). Comparable quantitative changes in the expression of epithelial and mesenchymal markers were also observed in NMuMG (E9) cells upon TGFβ treatment (Fig. 2A).

**Figure 2:**
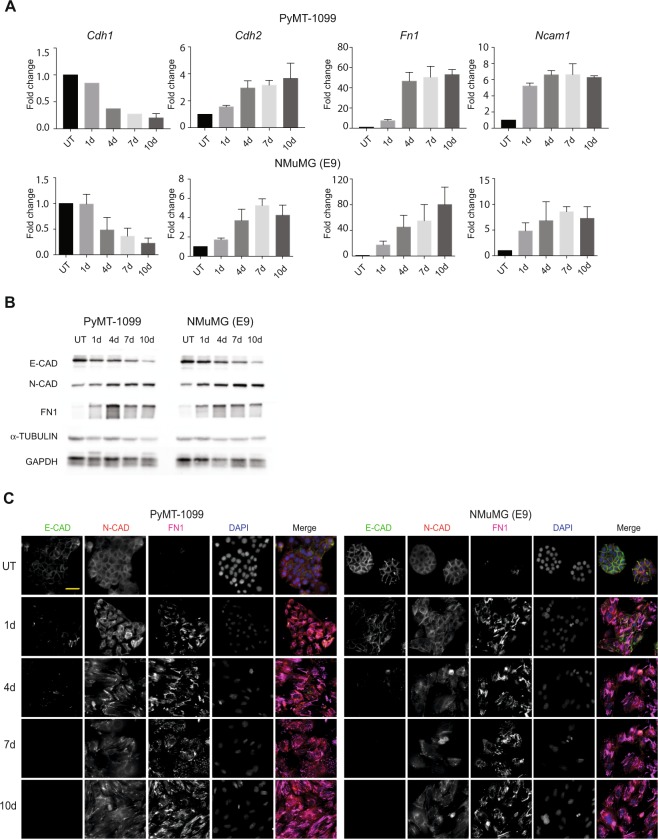
TGFβ-induced EMT in PyMT-1099 and NMuMG cells. PyMT-1099 (top of panel) and NMuMG (E9) (bottom of panel) cells were in parallel treated with TGFβ for 0 (UT), 1, 4, 7 or 10 days. (**A**) RNA isolated from the cells was subjected to quantitative RT-PCR analyses of EMT markers. Graphs represent the relative RNA expression levels of epithelial marker, *Cdh1* and mesenchymal markers *Cdh2*, *Fn1* and *Ncam1* normalized the housekeeping gene *Rpl19*; n = 3. (**B**) Immunoblotting analyses was performed to assess the protein expression levels of epithelial marker E-CAD and mesenchymal markers N-CAD and FN1. α-TUBULIN was used as the loading control; n = 3. All samples were run in parallel on the same gel. Uncropped immunoblot scans from main blots are displayed in Fig. S5. (**C**) Immunofluorescence analysis was performed to assess the expression and/or localization of EMT markers E-CAD, N-CAD and FN1; n = 3. DAPI was used as a nuclear counterstain. Scale bar, 50 μm.

The results above were further confirmed by immunoblotting for the epithelial marker E-cadherin (E-CAD) and the mesenchymal markers N-cadherin (N-CAD) and FN1 (Fig. 2B). Finally, immunofluorescence microscopy analysis revealed that the epithelial markers E-cadherin (E-CAD) and zona occludens 1 (ZO-1) completely vanished from the cell membranes (Fig. 2C, Supplementary Fig. S1B), while the mesenchymal marker FN1 was significantly and N-CAD moderately upregulated in both PyMT-1099 and NMuMG (E9) cells over the 10 days of TGFβ treatment (Fig. 2C). The formation of focal adhesions (assessed by Paxillin1 immunofluorescence) and rearrangement of cortical actin into stress fibers (assessed by phalloidin immunofluorescence), additional hallmarks of an EMT, confirmed that PyMT-1099 cells undergo a TGFβ-induced EMT highly comparable to NMuMG (E9) cells (see Supplementary Fig. S1B). In addition, removal of TGFβ leads to a mesenchymal-epithelial transition (MET) over 7–10 days, comparable to NMuMG (E9) cells, as assessed by cell morphology (see Supplementary Fig. S1C). Collectively, these results demonstrate that PyMT-1099 murine breast cancer cells are a comparably valid model to study TGFβ-induced EMT and MET as the frequently used non-transformed NMuMG cells.

### PyMT-1099 cells undergo a functional EMT *in vitro*

A functional EMT can be defined as the ability of cells that have undergone an EMT to efficiently migrate and invade in appropriate *in vitro* assays or by their ability to locally invade, enter the blood circulation and form distant metastases at secondary sites *in vivo*. To assess their migratory potential, untreated and >20 days TGFβ-treated PyMT-1099 cells (PyMT-1099 LT) were subjected to a modified Boyden chamber transwell migration assay. Untreated and >20 days TGFβ-treated NMuMG cells (NMuMG (E9) LT) were in parallel subjected to the migration assay as well. Long-term TGFβ treatment caused both PyMT-1099 and NMuMG (E9) cells to attain a mesenchymal cell morphology, as compared to the epithelial morphology of the untreated cells (Fig. 3A). While TGFβ-treated, mesenchymal PyMT-1099 cells had a significantly higher migratory potential compared to their epithelial counterparts, TGFβ treatment of NMuMG (E9) cells failed to induce a significant increase in their migration (Fig. 3B). These results reveal PyMT-1099 cells as an adequate model to assess a functional EMT of mammary cancer cells *in vitro*, while non-transformed NMuMG cells lack this quality.

**Figure 3:**
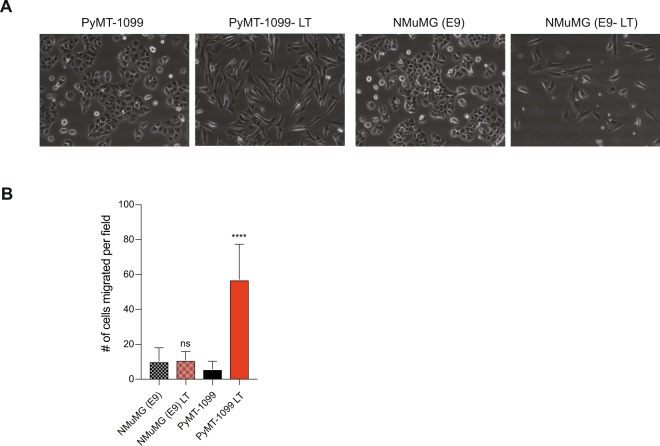
Long-term TGFβ treatment and cell migration of PyMT-1099 and NMuMG cells. PyMT-1099 and NMuMG (E9) cells were treated for >20 days with TGFβ to create long term (LT) mesenchymal cells. (**A**) Photomicrographs represent the morphology of untreated parental and LT PyMT-1099 and NMuMG (E9) cells. Magnification, 10X. (**B**) Graph represents the number of cells migrated per field across the membrane in a Boyden chamber transwell migration assay; n = 3. ****signifies p-value < 0.0001.

### PyMT-1099 cells are highly tumorigenic and metastatic

To assess the tumorigenicity of PyMT-1099 cells, untreated and long-term TGFβ-treated (LT) PyMT-1099 cells were orthotopically implanted into the mammary fat pad of immunodeficient NOD/SCID; common gamma receptor −/− (NSG) mice. Mesenchymal PyMT-1099 LT cells formed palpable tumors at 5 weeks (~36 days) of injection and these tumors grew rapidly until 16 weeks (~113days), when mice had to be sacrificed due to ethical termination criteria (Fig. 4A). Macroscopic metastases were visible in the lungs of all of these mice (data not shown). In comparison, tumors of non-treated, epithelial PyMT-1099 cells formed palpable tumors only after 14 weeks (~99 days) post-injection (Fig. 4A). These mice had to be sacrificed around 32 weeks (~222 days) post-injection, and macroscopic metastases were only found in three out of six mice (data not shown). Untreated or TGFβ-treated PyMT-1099 cells did not give rise to tumors upon orthotopic injection in syngenic FVB/N mice (data not shown), most likely due to an immunological rejection of the PyMT transgene. Histopathological analyses of the primary tumors formed by PyMT-1099 LT cells revealed the presence of mesenchymal cells with elongated nuclei invading through the surrounding stroma (Fig. 4B, Supplementary Fig. S2A). Three tumors formed by non-treated PyMT-1099 cells also contained scattered mesenchymal cells invading through the stroma (mice numbers 429 C, 442D and 444 F), while the other three tumors contained mainly highly differentiated epithelial cells (mouse numbers 428B, 427 A and 443E) (Fig. 4B, Supplementary Fig. S2A).

**Figure 4:**
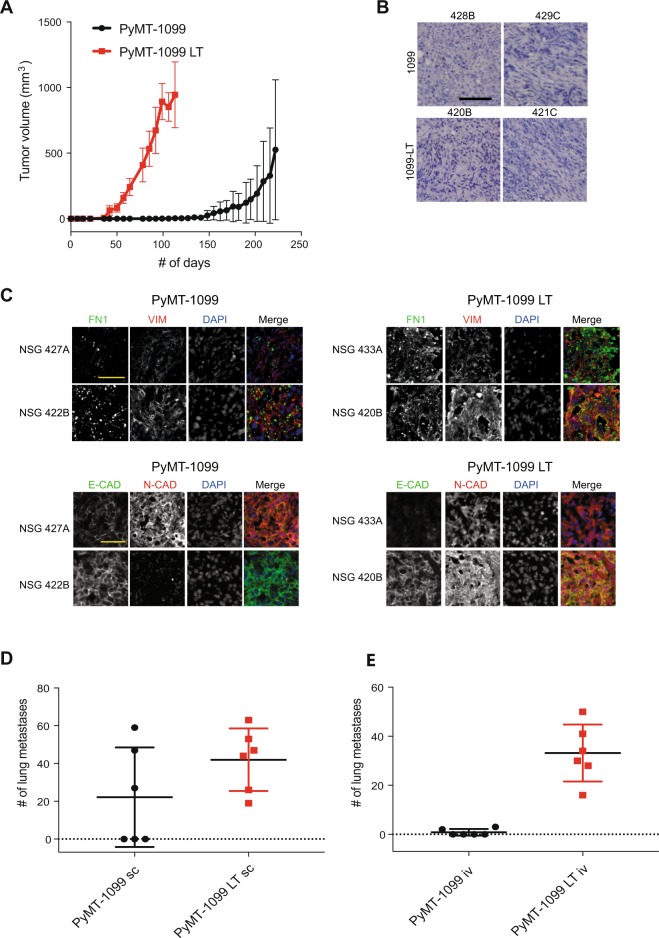
Tumor formation and metastasis by PyMT-1099 cells. (**A**) PyMT-1099 cells untreated or treated with TGFβ for >20 days (PyMT-1099 LT) were injected orthotopically into mammary fat pads of NSG mice. The graph represents tumor growth in PyMT-1099 and PyMT-1099 LT group of mice. **(B)** Histological tumor sections from tumors of PyMT-1099 or PyMT-1099 LT cells described in (**A**) were stained with H&E to assess the morphology of primary tumors. Representative microphotographs are shown from tumors of 2 out of the 6 mice used in the experiment. (**C**) Immunofluorescence analysis was performed to assess the expression of the EMT markers FN1, VIM, E-CAD and N-CAD in tumors formed by PyMT-1099 or PyMT-1099 LT cells in the experiment described in (**A**). DAPI was used as a nuclear counterstain. Representative pictures are shown from tumors of 2 out of the 6 mice used in the experiment. Scale bar, 100 μm. (**D**) The graph represents the number of lung metastases formed in NSG mice orthotopically transplanted with PyMT-1099 or PyMT-1099 LT cells; n = 6. (**E**) The graph represents the number of lung metastases formed in NSG mice injected with PyMT-1099 or PyMT-1099 LT cells through the tail vein; n = 6. The mice were sacrificed 8 weeks post-injection, and lungs were resected for the analysis of cancer cell colonization/ metastases formation.

Next, we went on to characterize the expression of EMT-related markers in the primary tumors formed by parental PyMT-1099 or by long-term TGFβ-treated PyMT-1099 LT cells. As expected, all the six mice in the PyMT-1099 LT group had formed tumors that expressed the mesenchymal markers FN1, Vimentin (VIM), and N-CAD at high levels (Fig. 4C, Supplementary Fig. S2B). E-CAD expression could also be detected at various levels in these tumors (Fig. 4C, Supplementary Fig. S2B). The tumors formed by the mice in the parental PyMT-1099 group showed a more heterogenous expression of EMT-related markers. They also expressed the mesenchymal markers FN1, VIM and N-CAD albeit to a lower level compared to PyMT-1099 LT tumors (Fig. 4C, Supplementary Fig. S2B). Like PyMT-1099 LT tumors, PyMT-1099 tumors also expressed E-CAD heterogeneously to different extents (Fig. 4C, Supplementary Fig. S2B).

We next assessed the number of lung metastases formed in the mice from the experiment above, where cells had been orthotopically injected into the mammary fat pad of NSG mice. Interestingly, histopathological analysis revealed that all the six mice injected with PyMT-1099 LT cells carried lungs full of metastases (Fig. 4D). In the PyMT-1099 group, however, only three out of six mice exhibited lung metastases (Fig. 4D). Interestingly, the mice of the PyMT-1099 group with metastases were the ones which showed invasive primary tumors (Fig. 4B, Supplementary Fig. S2A). Next, in a lung colonization assay, we injected PyMT-1099 parental and PyMT-1099 LT cells into the tail vein of mice and assessed the formation of lung metastases after 8 weeks. As expected, PyMT-1099 LT cells were able to efficiently colonize the lungs of all 6 mice in the group, while only 2 mice in the PyMT-1099 group yielded 2–3 metastases (Fig. 4E). In contrast, due to immunological rejection, lung colonization of PyMT-1099 parental and LT cells in syngeneic FVB/N mice was inefficient. Only 3 out of 6 mice from the LT group yielded 2–3 metastases and only 1 out of 6 mice in the parental group yielded just one metastasis (see Supplementary Fig. S2C). These results collectively suggest that PyMT-1099 cells are a suitable model to study primary tumor growth and invasion, tumor cell EMT, and the formation of lung metastasis in immunocompromised mice *in vivo*. Metastasis in other distant organs was not detected in the mice examined.

### Cancer-specific changes in gene expression during an EMT

To assess the transcriptional changes occurring during an EMT, PyMT-1099 and NMuMG (E9) cells were treated with TGFβ in a detailed EMT time-course followed by RNA sequencing (RNA-Seq). TGFβ was also withdrawn from 10 days pretreated cells over a time-course (see Supplementary Fig. S1C) to determine the transcriptional changes underlying an MET. 

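For the MET time course of NMuMG (E9) cells, an epithelial clone of an immortalized murine mammary gland cell line, cells that had been kept in 2 ng/ml TGFβ for 10 days were collected as MET day 0. Further cells were collected 1, 2, 3, 4, 7 and 10 days after TGFβ had been removed. Each of the 7 time points had 2 biological replicates, so that 14 RNA samples were analysed. Ribosomal RNA was depleted and single-end libraries were sequenced. The paper's methods give a read length of 81 nt and 200 ng of input RNA, while the sample labels give 50 nt and another amount of RNA. The authors mapped the reads to mm10 with STAR, kept reads with a single hit to the genome, and counted them over the exons of RefSeq mRNAs with QuasR. The deposited values are not these counts but normalized values, for 20413 genes listed by Entrez identifier. The values of each sample summed to between 981054 and 1035668, which is the pattern of CPM values on library sizes that were scaled between samples. Within each sample every value was a whole multiple of the same number, the value of 1 read, which lay between 0.03376 and 0.04896. From it, between 20660141 and 29387074 reads per sample lay on genes, with a median of 24113487. The pair of replicates had 21545134 and 21333961 reads at MET day 0, 25657167 and 20660141 at day 1, 22093219 and 22352446 at day 2, 25165500 and 24543982 at day 3, 29247122 and 27396133 at day 4, 29387074 and 23682993 at day 7 and 22633488 and 27590898 at day 10. Where a gene is not detected, the smallest value that 3 reads can show is 0.15 or lower, depending on the sample. Because the deposited values are not counts, they were tested on the scale of log2(value + 0.1) with limma. The 13203 genes with a value of at least 0.5 in at least 2 samples were tested, each later day was compared with MET day 0, and all 14 samples shared 1 estimate of the spread. A fold change on this scale understates the change of genes with low values. The numbers depend on the minimum fold change, on the filter on low values, on the pseudocount of 0.1, and on the use of p-values without adjustment, which is how the paper's threshold was read.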

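The threshold in the paper's methods, a p-value of at most 0.05 and a log2 fold change of at least 0.58 in either direction, was applied to each day of the NMuMG (E9) MET time course. At day 1 after TGFβ withdrawal 411 of the 13203 tested genes passed it, 159 of them up-regulated and 252 down-regulated. The number was 1064 at day 2, 2128 at day 3, 2755 at day 4, 4314 at day 7 and 5568 at day 10, which is 42.2% of the tested genes. Down-regulated genes were more numerous at day 2 (648 against 416 up-regulated genes), whereas up-regulated genes were slightly more numerous at day 3 (1085 against 1043) and more numerous on all later days, with 2946 up-regulated and 2622 down-regulated genes at day 10. With Benjamini-Hochberg adjusted p-values from limma in place of unadjusted ones, 115 genes passed at day 1, 763 at day 2 and 5503 at day 10. Of the 2128 genes of day 3, 1691 were also past the threshold at day 10, and 1880 had a log2 fold change of the same sign at day 10, past the threshold or not. For the 411 genes of day 1 these numbers were 307 and 273, so some of them were past the threshold at day 10 in the opposite direction. Over the whole time course, 10755 genes (81.5% of those tested) changed with an adjusted p-value of at most 0.05 in limma's F-test of the 6 later days together. Dropping the minimum fold change moved the numbers most, to 2621 genes at day 1 and 9479 at day 10. The day 1 number also depended on the filter, with 223 genes when at least 10 reads were required in every sample and 801 when 1 read in any sample was enough. The labels give all days the replicate numbers 1 and 2. The differences between replicate 1 and replicate 2 correlated across the 21 pairs of days with a mean r of 0.082 over genes, the highest of the 64 ways to label the replicates within days (exact permutation p = 0.016). With the replicate number, taken from the labels, as a block in the model, 438 genes passed at day 1, 1115 at day 2, 2146 at day 3, 2769 at day 4, 4328 at day 7 and 5572 at day 10. Among genes with a limma p-value of at most 0.05 after Benjamini-Hochberg adjustment and a mean log2 value of at least 2 over the 14 samples, the 5 largest rises and the 5 largest falls at day 10 are given with normalized values (mean ± SD, n = 2). The gene with Entrez identifier 107350, which has no symbol in the annotation used, rose from 0.595 ± 0.15 to 221 ± 8.1 (log2 fold change 8.33, standard error 0.57). Tmigd1 (chromosome 11 of mm10, from 76902159 to 76916587) rose from 0.545 ± 0.29 to 99.5 ± 4.9, a log2 fold change of 7.346 with a standard error of 0.63. Kif12 (chromosome 4 of mm10, from 63165630 to 63172131) went from 0.665 ± 0.25 to 116 ± 25, a log2 fold change of 7.274 with a standard error of 0.52. Papln (chromosome 12 of mm10, from 83763634 to 83792382) increased from 0.238 ± 0.062 to 39.1 ± 10, a log2 fold change of 6.846 with a standard error of 0.36. Ugt2b34 (chromosome 5 of mm10, from 86889767 to 86906937) rose from 1.93 ± 0.19 to 202 ± 6.9, a log2 fold change of 6.640 with a standard error of 0.37. Ctsw (chromosome 19 of mm10, from 5465043 to 5468507) fell from 160 ± 4.1 to 0.071 ± 0.1, a log2 fold change of -10.002 with a standard error of 0.52. Chrna1 (chromosome 2 of mm10, from 73563215 to 73580338) went from 255 ± 9.8 to 0.173 ± 0.059, a log2 fold change of -9.884 with a standard error of 0.35. Tagln (chromosome 9 of mm10, from 45929619 to 45936058) decreased from 186 ± 4.6 to 0.338 ± 0.23, a log2 fold change of -8.840 with a standard error of 0.41. Tmem119 (chromosome 5 of mm10, from 113793729 to 113800516) fell from 170 ± 8.9 to 0.398 ± 0.058, a log2 fold change of -8.415 with a standard error of 0.24. Lce1g (chromosome 3 of mm10, from 92750148 to 92752338) went from 38.4 ± 1.1 to 0.11 ± 0.15, a log2 fold change of -7.750 with a standard error of 0.45. The mean day 10 values of Ctsw and Lce1g lie below 0.15, the smallest value that 3 reads can show in every sample, although 1 of the 2 Lce1g values, 0.2195, lies above it. Of the 50-nt words in the transcripts of Tagln, 58.3% also occur in transcripts of another gene, and its value is reported as uncertain. The paper uses such time courses to describe the transcriptional changes that underlie an MET.

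**Figure D1:**
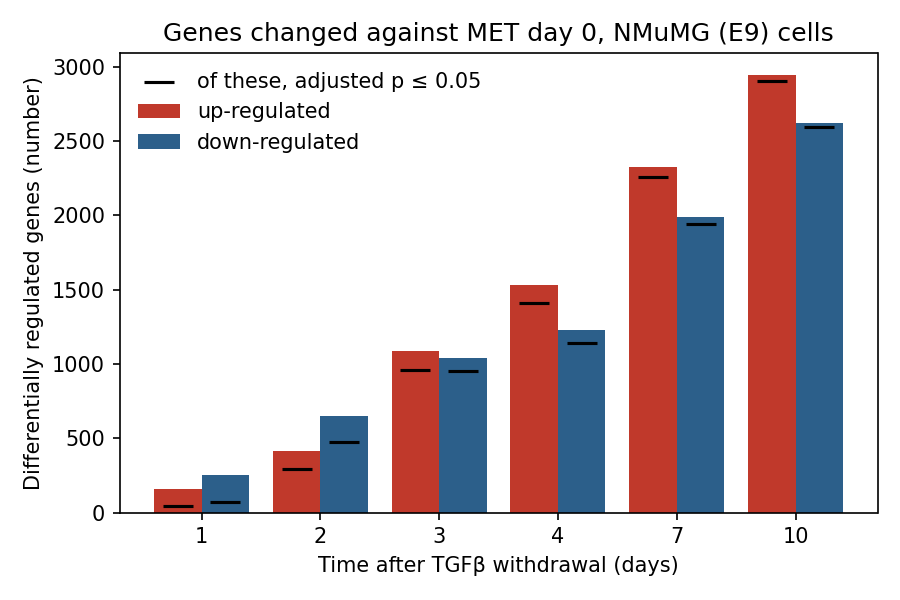
Number of genes up-regulated (red) and down-regulated (blue) against MET day 0 in NMuMG (E9) cells, by day after TGFβ withdrawal. Bars count genes past the paper's threshold, black lines mark those also past it with adjusted p-values, and both bars grow with time, from 159 and 252 genes at day 1 to 2946 and 2622 at day 10.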

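In the MET time course of NMuMG (E9) cells, the log2 values of the 13203 tested genes were correlated between all pairs of the 14 samples. These are correlations across genes within a pair of samples, and genes are not independent replicates. Pearson's r between the 2 biological replicates was 0.9941 at day 0, 0.9953 at day 1, 0.9942 at day 2, 0.9905 at day 3, 0.9951 at day 4, 0.994 at day 7 and 0.9919 at day 10, with a mean of 0.9936 (SD 0.0018 over the 7 days). Between samples of different days, r ranged from 0.8614 to 0.9955 over 84 pairs, with a mean of 0.9514. Of the 14 samples, 11 correlated best with their own replicate. The other 3 were from days 3 and 4. Day 3 replicate 1 correlated best with day 4 replicate 2 (r = 0.9955, against 0.9905 with its own replicate), day 4 replicate 2 correlated best with day 3 replicate 1 (r = 0.9955, against 0.9951), and day 3 replicate 2 correlated best with day 2 replicate 1 (r = 0.9936). In the PCA of the same values, the first principal component held 76.2% of the variance and the second 9.8%. On the first component the day means rose from -60.1 at day 0 to 97.1 at day 10 in the order of the days. The replicates lay 1.93 units apart on it at day 0, 1.38 at day 7 and 30.27 at day 3, the largest gap, where replicate 1 was at 2.11 and replicate 2 at -28.16. Among genes with a value of at least 5, each squared difference between replicates was divided by its expected size from read sampling alone. The median of this ratio over genes was from 1.11 (day 1) to 3.78 (day 10), and its mean from 4.38 (day 1) to 21.25 (day 3). A median of this ratio is below its mean even under sampling alone, so the medians understate the excess over sampling. On no day did the replicates differ by less than sampling alone gives. Restricting the correlation to the 500 most variable genes moved the mean r between replicates most, to 0.9691. From the correlations and the PCA of all its time courses, the paper concludes that the replicates are of high quality and reproducible (Supplementary Fig. S3A, B).

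**Figure D2:**
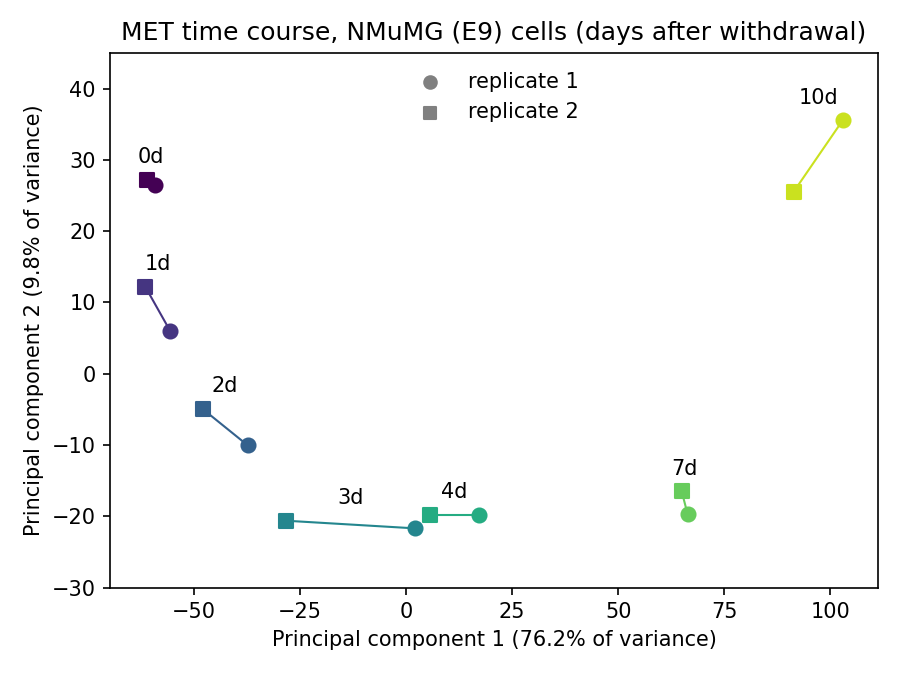
Principal components of the 14 NMuMG (E9) MET samples, from log2 values of 13203 genes. Component 1 (76.2% of the variance, horizontal) and component 2 (9.8%, vertical) are in log2 units, circles are replicate 1, squares replicate 2, and labels give days after TGFβ withdrawal, which follow in order along component 1.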

Correlation (see Supplementary Fig. S3A) and PCA analysis (see Supplementary Fig. S3B) revealed high quality and reproducibility between the two biological replicates of all samples. Volcano plots depict the number of differentially regulated genes in the EMT and MET time courses of PyMT-1099 cells (see Supplementary Fig. S3C, D). 

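In the NMuMG (E9) MET time course, the 8 EMT-related genes of Fig. 5A were compared between each day after TGFβ withdrawal and MET day 0. Values are the deposited normalized values (mean ± SD, n = 2 biological replicates per day), log2 fold changes are on the scale of log2(value + 0.1), adjusted p-values are from limma with Benjamini-Hochberg adjustment, and coordinates are those of mm10. Cdh1, the gene with Entrez identifier 12550 on chromosome 8 from 106603351 to 106670246, had a value of 45.8 ± 2.2 at day 0, 227 ± 12 at day 7 and 339 ± 1.2 at day 10. Its log2 fold change was 0.93 (standard error 0.19, adjusted p = 0.0017) at day 4, the first day past the threshold, 2.31 (standard error 0.19, adjusted p = 2.6e-07) at day 7 and 2.89 (standard error 0.19, adjusted p = 2.1e-08) at day 10. At day 3 its replicates differed, with values of 72.49 and 41.99, and the mean change of 0.27 was within that spread (adjusted p = 0.31 from limma). The other 7 genes fell. Zeb2, the gene with Entrez identifier 24136 on chromosome 2 from 44983632 to 45117395, went from 135 ± 2 to 15.7 ± 2.2 by day 10, a log2 fold change of -3.10 (standard error 0.15, adjusted p = 1.8e-09). Zeb1, the gene with Entrez identifier 21417 on chromosome 18 from 5591860 to 5775467, changed less, from 121 ± 0.19 to 67.8 ± 2.6, a log2 fold change of -0.84 (standard error 0.08, adjusted p = 7.9e-07). Snai1, the gene with Entrez identifier 20613 on chromosome 2 from 167538195 to 167542814, was low throughout, at 12 ± 3.2 on day 0 and 0.657 ± 0.18 on day 10, and its log2 fold change was -3.99 (standard error 0.24, adjusted p = 9.2e-09) at day 10. Its rise at day 1, 0.23, did not exceed the spread between replicates (adjusted p = 0.65 from limma). Fn1, the gene with Entrez identifier 14268 on chromosome 1 from 71585520 to 71653200, fell from 1800 ± 210 to 201 ± 39 at day 7 and 163 ± 33 at day 10, where the log2 fold change was -3.47 (standard error 0.16, adjusted p = 1.3e-09). Cdh2, the gene with Entrez identifier 12558 on chromosome 18 from 16588877 to 16809246, had log2 fold changes of -1.41 (standard error 0.10, adjusted p = 6.1e-08) at day 7 and -1.24 at day 10. Tnc, the gene with Entrez identifier 21923 on chromosome 4 from 63959785 to 64047015, and Ncam1, the gene with Entrez identifier 17967 on chromosome 9 from 49502136 to 49798925, were lowest at day 7 and rose again. Tnc went from 932 ± 66 at day 0 to 95.3 ± 26 at day 7 and back up to 334 ± 40 at day 10, with log2 fold changes of -3.31 (standard error 0.18, adjusted p = 9.1e-09) at day 7 and -1.48 (standard error 0.18, adjusted p = 7.4e-06) at day 10. Ncam1 went from 211 ± 18 to 54.6 ± 3.1 and 99.7 ± 1.9 on the same days. The rise from day 7 to day 10 was 1.83 on the log2 scale for Tnc (adjusted p = 1.2e-06 over the 8 genes, limma) and 0.87 for Ncam1 (adjusted p = 6.8e-05). Zeb1 and Cdh2 were also lowest at day 7, and rose by 0.17 and 0.17 to day 10. Whether this rise passed 0.05 depended on the model, with limma adjusted p-values over the 8 genes of 0.083 and 0.11 without the replicate block and 0.035 and 0.041 with it. At day 7 and at day 10, all 8 genes were past the paper's threshold in the direction of an MET, and this count was 8 under every setting tried, the replicate block included. The paper shows these 8 genes from this same time course, so the count is not a test on new data. Of 11 tested genes on a wider epithelial list, Cdh1 included, 4 were past the threshold upwards at day 10 and 4 downwards. Of 15 tested mesenchymal genes, 14 were past the threshold downwards at day 10. At day 1 none of the 8 passed it. A pseudocount of 1 in place of 0.1, chosen after seeing the data, moved the day 10 log2 fold change of Snai1 most, to -2.95. The replicate numbers are those of the labels, and the differences between replicates 1 and 2 correlated between days with a mean r of 0.082, the highest of 64 labelings (exact permutation p = 0.016). With the replicate number as a block in limma, the Benjamini-Hochberg adjusted p-values at day 10 ranged from 2e-11 (Fn1) to 3.5e-07 (Tnc). The paper sets these changes beside those of PyMT-1099 cells and reasons that the 2 cell lines go through comparable changes in the expression of these genes.

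**Figure D3:**
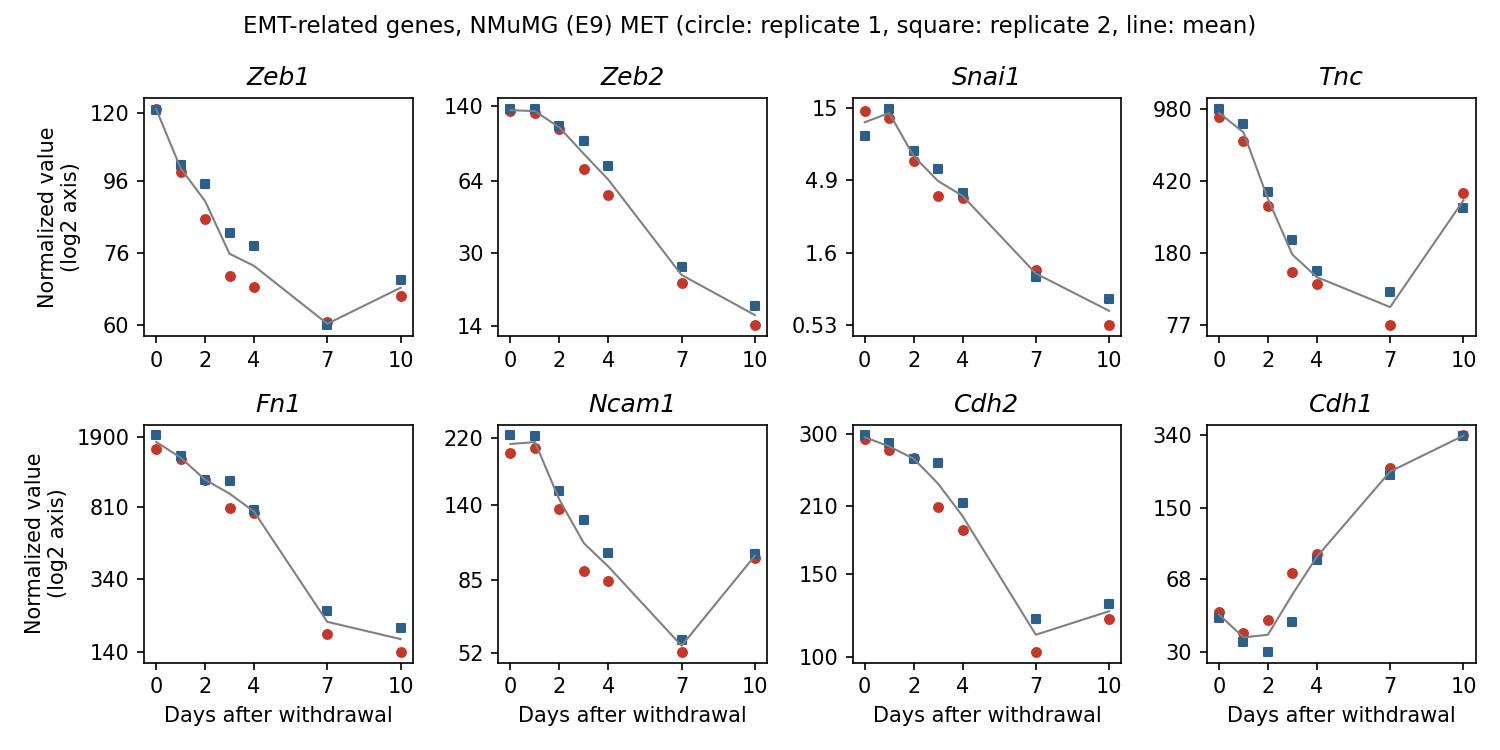
Normalized values (log2 axis, with a different range for each gene) of the 8 EMT-related genes by day after TGFβ withdrawal in NMuMG (E9) cells, with circles for replicate 1, squares for replicate 2 and a line for their mean. Cdh1 rises from day 4 on, the other genes fall, and Tnc and Ncam1 rise again between day 7 and day 10.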

Analysis of the expression of selected EMT-related genes, such as Zinc Finger E-Box Binding Homeobox 1 (*Zeb1)*, Zinc Finger E-Box Binding Homeobox 2 (*Zeb2)*, Snail1 (*Snai1)*, Tenascin C (*Tnc)*, fibronectin (*Fn1)*, neural cell adhesion molecule 1 (*Ncam1)*, E-cadherin (*Cdh1)* and N-cadherin (*Cdh2)* confirmed that PyMT-1099 and NMuMG (E9) cells undergo comparable changes in gene expression during EMT and MET (Fig. 5A). Further, functional enrichment analysis on differentially expressed genes revealed pathways significantly enriched during an EMT in both PyMT-1099 and NMuMG (E9) cells, including ECM-receptor interactions, focal adhesions, TGFβ signaling and regulation of actin cytoskeleton and many more (Fig. 5B). 

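For the NMuMG (E9) MET time course, pathways were tested among the differentially regulated genes of each day, both directions together. The test was the hypergeometric test named in the paper's methods, which is the one-sided Fisher's exact test, at a p-value of at most 0.05, and the background was the 4435 tested genes with a Reactome annotation. Mouse Reactome sets were used, since KEGG sets, which Fig. 5C was taken to show, were not available. Of 16 metabolic pathways, 1 passed at day 1, 5 at day 2, 5 at day 3, 9 at day 4, 15 at day 7 and 8 at day 10. Some of these pathways share genes, so the numbers are not counts of independent results. After Benjamini-Hochberg adjustment over the 26 pathways and 6 days tested, the numbers were 0, 4, 5, 6, 12 and 7. At day 7, 67 of 93 genes of biological oxidations were differentially regulated, or 72% against 32.6% of the background (exact p = 3.8e-15), 51 of them up-regulated and 16 down-regulated. The share was 38 of 52 for phase II conjugation (exact p = 2.1e-09), 20 of 24 for glutathione conjugation (exact p = 4e-07), 21 of 26 for cytochrome P450 enzymes (exact p = 5.5e-07) and 16 of 26 for glycolysis (exact p = 0.0022). The whole set of metabolism genes held 403 of 1094 at day 7 (36.8% against 32.6% of the background, exact p = 0.00031), 295 of them up-regulated, and 474 at day 10 (43.3% against 41.8%, exact p = 0.13). At day 10 biological oxidations (62 of 93, exact p = 9.1e-07), glutathione conjugation (19 of 24, exact p = 0.00021) and ABC-family transport (20 of 28, exact p = 0.0014) were among those still past the threshold. The Ugt1a genes overlap on chromosome 1 of mm10 and end together near 88218997, and 52.1% to 80.2% of the 50-nt words of their transcripts occur in transcripts of another gene, and a read on such a shared exon lies in several of these genes. Their day 10 log2 fold changes lay between 2.024 and 2.052 for all 8 genes in the files, and they are reported as uncertain. With these genes counted as a single gene, 1 metabolic pathway passed at day 2 in place of 5, and the p-value of glucuronidation went from 1.9e-05 to 0.28. At day 10 the number stayed at 8. Leaving out day 2 replicate 1 moved the day 2 number most, to 0. The replicate numbers are those of the labels, and the differences between replicates 1 and 2 correlated between days with a mean r of 0.082, the highest of 64 labelings (exact permutation p = 0.016). With the replicate number as a block, 8 metabolic pathways passed at day 2, 15 at day 7 and 8 at day 10. The paper reports many similar enriched pathways in the MET of the 2 cell types, and names metabolic reprogramming in particular.

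**Figure D4:**
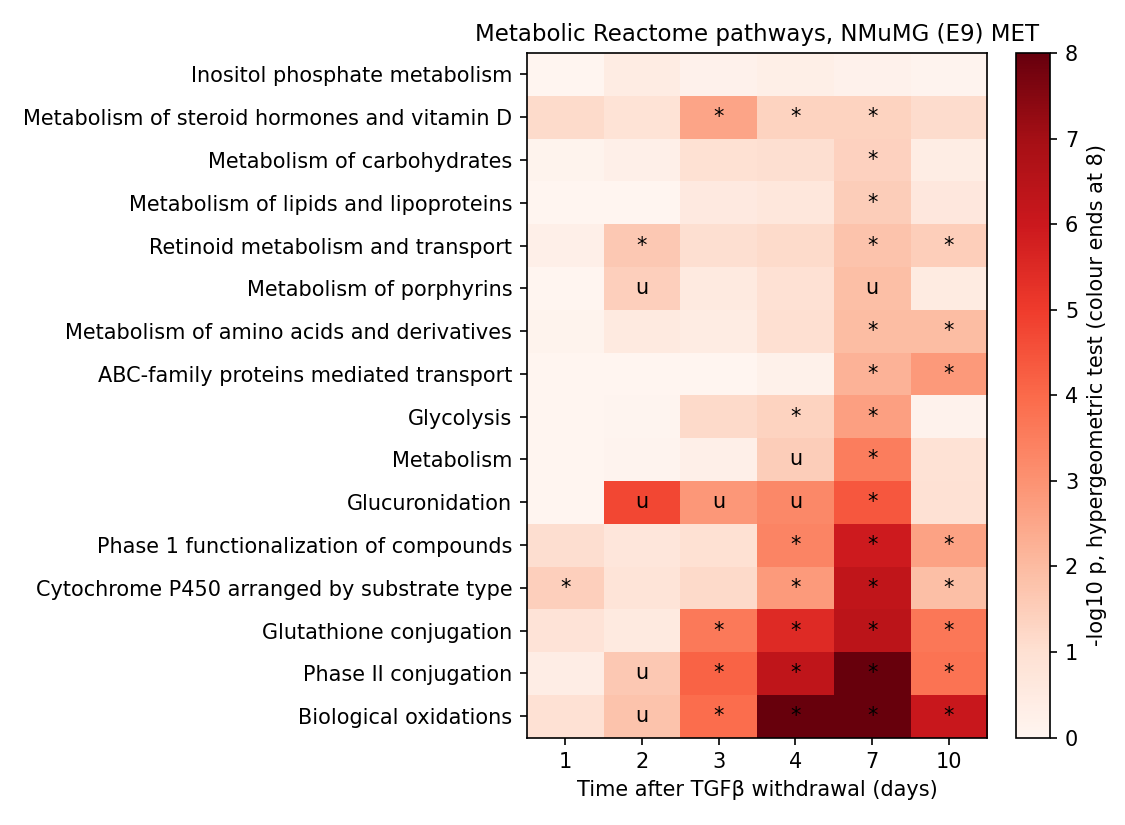
Enrichment of 16 metabolic Reactome pathways (rows) among differentially regulated genes of NMuMG (E9) cells by day after TGFβ withdrawal (columns), with -log10 of the hypergeometric p-value as colour, which ends at 8. A star marks p-values of at most 0.05 that stay so with the Ugt1a genes counted as a single gene, the letter u those that do not, and day 7 has more stars than any other day.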

Likewise, during a MET of both cell types, many similar pathways were found to be significantly enriched, in particular, massive metabolic reprogramming (Fig. 5C). Importantly, unique pathways were identified that were significantly regulated during an EMT in PyMT-1099 breast cancer cells and not in non-transformed NMuMG (E9) cells, for instance vascular endothelial growth factor (VEGF) signaling, Wnt signaling and Notch signaling (Fig. 5D). These pathways may make a difference between an EMT of normal/immortalized cells as compared to an EMT of cancer cells, yet further in-depth data analysis and experimental validation are required to test this hypothesis.

**Figure 5:**
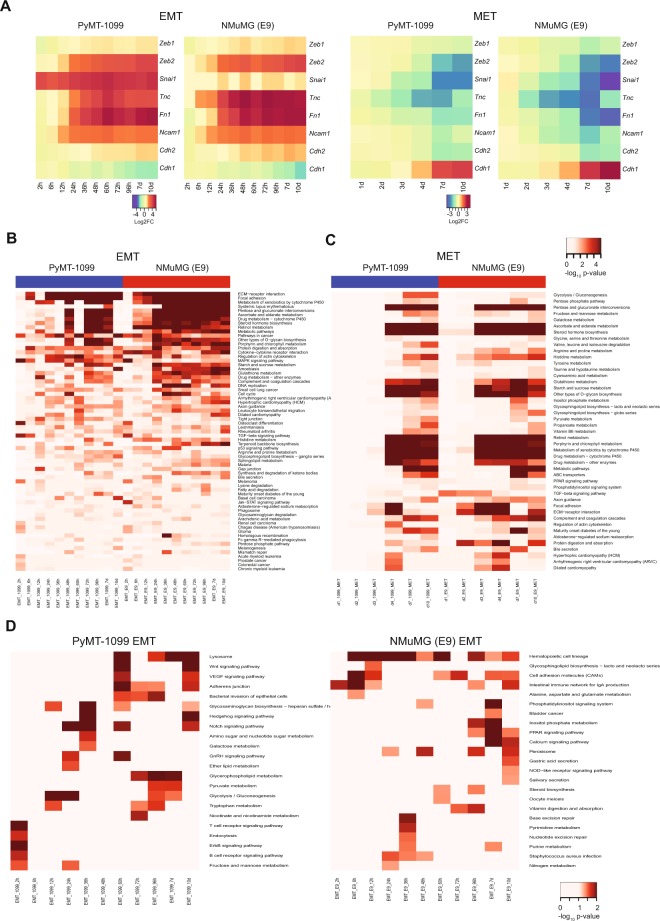
Gene expression analysis of a TGFβ-induced EMT in PyMT-1099 and NMuMG cells. (**A**) The heatmaps represent expression of selected EMT markers during the EMT and MET time courses in PyMT-1099 and NMuMG (E9) cells as determined by RNA-Seq analysis. (**B**) The heatmap represents the “common” significantly regulated pathways during TGFβ−induced EMT time courses in PyMT-1099 and NMuMG (E9) cells obtained by GO analysis of the RNA-Seq data. (**C**) The heatmap represents the “common” significantly regulated pathways during MET time courses in PyMT-1099 and NMuMG (E9) cells obtained by GO analysis of the RNA-Seq data. (**D)** The heatmaps represent the “unique” significantly regulated pathways during the TGFβ-induced EMT time courses in PyMT-1099 and NMuMG (E9) cells computed by GO analysis of the RNA-Seq data.

## Discussion

An epithelial-mesenchymal transition (EMT) has been suggested to play various roles in malignant carcinogenesis, from initiating the invasion-metastasis cascade and promoting metastasis formation^6^ to functional contributions in cell survival, drug resistance and stem cell-like properties of cancer cells^7,10,13^. To deepen our understanding of an EMT in cancer, it is important to have at hand an experimental system that mimics each stage of an EMT *in vitro* and *in vivo*. We report the derivation of PyMT-1099, an epithelial cancer cell line from a murine model of breast cancer that recapitulates the morphogenetic changes associated with the stepwise progression of an EMT and also MET, enabling to study not only the extreme epithelial or mesenchymal states, but also the plasticity of the transitioning states associated with a partial EMT/MET. Along with the transcriptomic profiling by RNA-Seq of high resolution EMT and MET time-courses, we also provide the research community with data available to study one’s gene of interest in the context of a dynamic EMT/MET.

We show that PyMT-1099 cells, highly similar to NMuMG (E9) cells, show a fully differentiated epithelial phenotype and undergo an EMT upon treatment with TGFβ, as assessed by cell morphology and by a variety of EMT marker expression. Further, similar to NMuMG (E9) cells, PyMT-1099 cells undergo a complete MET upon removal of TGFβ over a time-course of 7–10 days (see Supplementary Fig. S1C) and hence can also serve as an excellent model to study processes regulating the reversibility of EMT. In addition, PyMT-1099 cells, unlike NMuMG (E9) cells, can also undergo a functional EMT as they attain motility and migrate in response to TGFβ treatment *in vitro*. Further, since PyMT-1099 cells are transformed cancer cells, they are also able to form tumors and metastases upon transplantation into immunodeficient NSG mice *in vivo*. Thus, while NMuMG (E9) cells remain an excellent model for the dynamic process of an EMT, they stay within the limitation of a non-tumorigenic cell system. Other models being currently used to study EMT in cancer *in vivo*, such as murine 4T1 or human MDA-MB-231 breast cancer cells, suffer from the disadvantage of being partially or completely mesenchymal at their baseline and, hence, they do not yield accurate information on the full dynamics of EMT-related processes. Py2T cells in this regard are better than the aforementioned cells, however, they are also already in the first phases of an EMT-like program by already co-expressing epithelial and mesenchymal markers. PyMT-1099 cells overcome this drawback by exhibiting a complete epithelial phenotype under normal culture conditions.

Tumors formed by PyMT-1099 cells implanted into the mammary fat pads of NSG mice express the mesenchymal markers FN1, VIM and N-CAD and epithelial marker E-CAD (Fig. 4C, Supplementary Fig. S2B). Hence, even though completely epithelial cells were injected into the mice, these cells undergo a partial EMT as suggested by the co-expression of epithelial and mesenchymal markers. When scored for formation of lung metastases, only three out of six mice developed metastatic lesions in the lung. Interestingly the mice that carried metastases were the ones with invasive primary tumors (Fig. 4B, Supplementary Fig. S2A), suggesting that the invasive phenotype in the primary tumors correlates with the ability of cancer cells to form metastases at secondary sites.

Tumors formed by PyMT-1099 cells treated with TGFβ for >20 days (PyMT-1099 LT) express mesenchymal markers FN1, VIM and N-CAD at high levels (Fig. 4C, Supplementary Fig. S2B). Even though at the time of injection these cells were completely mesenchymal, tumors formed by the LT cells re-express E-CAD at varying levels (Fig. 4C, Supplementary Fig. S2B), suggesting that the mesenchymal cancer cells need to re-express epithelial markers for clonal outgrowth. All of the 6 mice in the PyMT-1099 LT group developed large numbers of lung metastases. Both PyMT-1099 and PyMT-1099 LT cells fail to efficiently form tumors or metastases in syngeneic FVB/N mice, the genetic background from which they have been originally derived. This is likely due to their rejection by the expression of the PyMT oncogene, as has been observed for comparable cell lines before^27^.

Transcriptomic profiling by RNA sequencing of a detailed time course of TGFβ-induced EMT as well as TGFβ removal-induced MET reveals a number of molecular pathways and cellular processes shared between PyMT-1099 cells and NMuMG cells, such as ECM-receptor interactions, focal adhesion, TGFβ signaling and actin cytoskeleton remodeling. 

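In the NMuMG (E9) MET time course, 8 Reactome pathways of extracellular matrix, cell adhesion and TGFβ signaling were tested among the differentially regulated genes of each day against MET day 0, with the hypergeometric test (one-sided Fisher's exact test) at a p-value of at most 0.05. Of the 8, 5 passed at day 1 and at day 2, and 6 on each of days 3, 4, 7 and 10. A gene in several of the sets was counted in each, so these are not counts of independent results. Extracellular matrix organization held 15 of 153 at day 1 (exact p = 2e-05), 40 of 153 at day 2 (exact p = 7.3e-12), 74 of 153 at day 3 (exact p = 2.1e-19), 91 of 153 at day 7 (exact p = 3.1e-12) and 95 of 153 at day 10 (exact p = 2.2e-07). Against this, 17.4% of the background genes were differentially regulated at day 3, when 48.4% of the matrix genes were. Most of these genes were down-regulated, with 57 down and 17 up at day 3 and 65 down and 30 up at day 10. Integrin cell surface interactions, the Reactome set nearest to focal adhesion among the 8, held 18 of 54 at day 2 (exact p = 9.8e-08), 33 of 54 at day 3 (exact p = 5.7e-13) and 38 of 54 at day 10 (exact p = 1.9e-05). Cell junction organization, tested apart from the 8, held 23 of 55 at day 3 (exact p = 1.6e-05). The set of signaling by the TGFβ receptor complex passed on no day. It held 0 of 64 at day 1 (exact p = 1), 8 of 64 at day 3 (exact p = 0.89) and 21 of 64 at day 10 (exact p = 0.95), and the lowest p-value of TGFβ receptor signaling in EMT was 0.45 at day 10. Of 8 tested genes on a separate list of TGFβ targets, 6 were past the threshold downwards at day 3, 7 at day 7 and 6 at day 10. On each of these days 1 was past it upwards. Actin cytoskeleton remodeling was not among the sets tested. The largest shift came without a minimum fold change, when the lists grew to 2621 genes at day 1 and 9479 at day 10, and 0 of the 8 pathways passed on either day. On days 2, 3, 4 and 7, 6 of the 8 passed under the same setting. The replicate numbers are those of the labels, and the differences between replicates 1 and 2 correlated between days with a mean r of 0.082, the highest of 64 labelings (exact permutation p = 0.016). With the replicate number as a block, 6 of the 8 passed at day 3 and 6 at day 10. The paper reports such processes as shared by PyMT-1099 and NMuMG cells in their EMT and MET time courses. From this it holds that the lines seem very similar in the general processes of an EMT or MET.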

Hence, with regard to general processes underlying an EMT or MET, transformed PyMT-1099 breast cancer cells and non-transformed NMuMG mammary gland epithelial cells seem to be highly comparable. However, several pathways differ between them, including signaling by VEGF^28^, Wnt^29,30^ and Notch^31^, pathways which are frequently dysregulated in cancer. The novel observation of commonalities but also differences between EMT in cancer cells as compared to their non-transformed counterparts provokes further investigations into their functional contributions to the differences in EMT/MET between a normal physiological process versus malignant cancer progression.

## Conclusions

We report the generation of a murine, epithelial breast cancer cell line, PyMT-1099, that serves as a versatile experimental system to model all stages across the EMT and MET spectrum and enables investigations into how an EMT or a MET are orchestrated and also how they contribute to cancer cell invasion and metastasis, drug resistance, stress survival and stemness both *in vitro* and *in vivo*.

## Materials and Methods

### Antibodies and Reagents

E-cadherin (BD Transduction Labs, 610182; used for immunoblotting), E-cadherin (Zymed, 13-1900; used for immunofluorescence stainings), N-cadherin (Takara, M142), Zona Occludens-1 (Zymed, 617300), Paxillin (BD, 610052), Fibronectin1 (Sigma-Aldrich, F3648), Vimentin (Novus Biological, NB300–223), α-Tubulin (Sigma, T-9026), GAPDH (Abcam, ab9485), Alexa-Fluor 488 and 568 (Molecular Probes), secondary horse radish peroxidase (HRP)-conjugated antibodies against mouse and rabbit (Jackson ImmunoResearch), Phalloidin Alexa-Fluor 568 (Molecular Probes, A12380), 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, D9542), recombinant human TGFβ1 (R&D Systems, 240-B).

### Cell culture

Murine breast epithelial cell lines NMuMG (E9- epithelial clone 9)^18^, Py2T^19^ and PyMT-1099 were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, D5671) supplemented with 10% Fetal Bovine Serum (Sigma-Aldrich, F7524), 2 mM glutamine (Sigma-Aldrich, G7513), 100 U penicillin (Sigma-Aldrich) and 0.1 mg/ml streptomycin (Sigma-Aldrich). All cell lines were grown at 37 °C, 5% CO_2_, 95% humidity. For EMT experiments, cells were treated with 2 ng/ml TGFβ1 for the time points indicated.

### PyMT-1099 cell line derivation

PyMT-1099 cells were isolated from a mammary gland tumor (mammary gland 2/3) of a MMTV-PyMT transgenic female mouse (FVB/N background)^26^. In brief, a small piece of a tumor was minced and subjected to enzymatic digestion with 0.1 mg/ml DNaseI (Roche, 11284932001) and 1 mg/ml Collagenase D (Roche, 11088858001) supplemented with 50 μg/ml gentamycin (Sigma, G1397) and 1X antibiotic-antimycotic (ThermoFisher, 15240062) for 30 min in sterile conditions. The cell mixture was passed through a 70 μm cell strainer (BD Falcon, 352350) and the single cells obtained were plated as a polyclonal population in a 10 cm dish in DMEM supplemented with 10% FBS (Sigma), 10% horse serum (Amimed), 100 U penicillin (Sigma-Aldrich) and 0.1 mg/ml streptomycin (Sigma-Aldrich). Medium was changed regularly and any fibroblasts in culture were removed by several passages of differential trypsinization until only epithelial cells remained. PyMT-1099 cells were thereof cultured in DMEM supplemented with glutamine, penicillin, streptomycin, and 10% FBS (Sigma). Isolation of this cell line was done with approval, and according to the rules and guidelines of the Swiss Federal Veterinary Office (SFVO) and the local ethics committee (Cantonal Veterinary Office, Basel-Stadt, Switzerland; license 1878).

### Genotyping

To extract genomic DNA, cells grown on a confluent 10 cm petri dish were trypsinized, washed in PBS and pelleted. To the pellet, 250 μl of Buffer B (20 mM Tris-Cl pH 7.4, 4 mM EDTA, 10 mM NaCl) and 5 μl of 20 mg/ml Proteinase K were added. Following incubation at 55 °C for 2 h, 200 μl 5.3 M NaCl was added and samples were centrifuged at 13,000 g for 20 min at 4 °C. The supernatant was transferred to a fresh tube and DNA was precipitated by adding equal volume of cold isopropanol. Samples were centrifuged at 13,000 g for 20 min at 4 °C and the pellet was washed with 70% ethanol. The DNA pellet was dried for 15 min at 37 °C and then suspended in 100 μl of TE buffer. The samples were analyzed using standard PCR procedures. The nucleotide sequences of the primers used for genotyping the PyMT transgene are listed in Supplementary Table S1. Uncropped scans from the genotyping PCR (agarose gel) are displayed in Supplementary Fig. S4.

### RNA isolation and real-time qPCR

Total RNA was isolated using the guanidine isothiocyanate and phenol/chloroform method from cells harvested with TRI reagent (Sigma-Aldrich). Reverse transcription of mRNA was carried out using ImProm-II™ Reverse Transcription System (Promega, A3803) according to the manufacturer’s instructions. mRNA levels were quantified by real-time qPCR using PowerUp SYBR Green Master Mix (ThermoFisher, A25743) according to the manufacturer’s instructions. Mouse Riboprotein L19 (mRPL19) primers were used for normalization. qPCR assays were performed in duplicates, and fold changes were calculated using the comparative Ct method (ΔΔCt). Sequences of the specific primers used in the study are listed in Supplementary Table S1.

### Immunoblotting

Cells were lysed on ice for 30 min in RIPA buffer (50 mM Tris-HCl (pH8.0), 150 mM NaCl, 10% glycerol, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 2 mM MgCl_2_, 2 mM CaCl_2_) with 1 mM DTT, 1 mM NaF, 2 mM sodium orthovanadate and 1X protease inhibitor cocktail (Sigma-Aldrich) followed by scraping into tubes and centrifugation for 10 min at 10,000 rpm at 4 °C. Protein concentration in the supernatants was determined using Bio-Rad Bradford solution according to the manufacturer’s instructions. Proteins were mixed with 1X Laemmli sample buffer and equal amounts were size-fractionated on a SDS polyacrylamide gel. Proteins were then transferred onto an Immobilon-P PVDF membrane (Millipore) using the wet transfer method for 2 h at constant current (0.4 A). Following blocking for 1 h in 5% skimmed milk prepared in TBS/0.05% Tween 20, the membranes were incubated with appropriate primary antibodies overnight at 4 °C. Next day, after washes, the blots were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature and visualized with Immobilon Western Chemiluminescent HRP Substrate (Millipore, WBKLS0500) on a Fusion Fx7 chemiluminescence reader. Uncropped immunoblot scans from main blots are displayed in Supplementary Fig. S5.

### Transwell migration assay

50,000 untreated or long term (>20d) TGFβ treated cells were suspended in 500 μl of DMEM/ 0.2% FBS and seeded into 24 trans-well migration inserts (Corning, 353097) in duplicates. The bottom chambers were filled with 700 μl of DMEM/ 20% FBS to create a chemo-attractant gradient. The cells were incubated in a tissue culture incubator at 37 °C with 5% CO_2_. After 18 h, inserts were fixed with 4% paraformaldehyde for 10 min. Cells that had not crossed the membrane were removed with a cotton swab, and cells on the bottom of the membrane were stained with DAPI. Images of five fields per insert were taken with a Leica DMI 4000 microscope and stained cells were counted using an ImageJ software plugin developed in-house.

### Immunofluorescence of cultured cells

Cells were grown on uncovered glass coverslips (#1, 12 mm round, Menzel-Glaser) and treated for the indicated times with TGFβ. Cells were fixed with 4% paraformaldehyde for 20 min at room temperature, followed by permeabilization with 0.5% NP40 for 5 min and blocking with 3% BSA/0.01% Triton X-100/PBS for 30 min. Cells were then incubated with primary antibodies diluted in blocking solution at room temperature for 2 h followed by incubation with a fluorophore-coupled secondary antibody (Alexa Fluor, Invitrogen) for 1 h at room temperature in dark. Cell nuclei were counterstained with DAPI (Sigma-Aldrich, D9542). After staining, the coverslips were mounted in fluorescence mounting medium (Dako, S302380-2) on microscope slides and imaged using a fluorescence microscope (Leica DMI 4000).

### Immunofluorescence of tissue sections

For immunohistochemistry, tumors were fixed at 4 °C in 4% paraformaldehyde for 2 h followed by cryopreservation overnight in 20% sucrose/PBS prior to embedding in OCT-Compound freezing matrix. For immunofluorescence analysis, cryosections were cut at 7 μm thickness and dried for 30 min prior to rehydration in PBS. Tissue sections were permeabilized with 0.2% TritonX-100/PBS and blocked for 30 min in 5% normal goat serum/PBS followed by incubation with the primary antibody in blocking buffer overnight at 4 °C. Next day sections were incubated with fluorophore-coupled secondary antibody (Alexa Fluor, Invitrogen) for 1 h at room temperature in dark. Cell nuclei were counterstained with DAPI (Sigma-Aldrich). After staining, the coverslips were mounted in fluorescence mounting medium (Dako, S302380-2) on microscope slides and imaged using a fluorescence microscope (Leica DMI 4000).

### Tissue histology

For histolopathological analysis, tissues (mammary tumors or lungs) were fixed in 4% paraformaldehyde overnight at 4 °C followed by embedding in paraffin after ethanol/xylene dehydration. Paraffin-embedded samples were cut at 5 μm thickness and subjected to Hematoxylin and Eosin (H&E) staining. To quantitate lung metastases, 9 slides per organ spaced 50 μm were stained with H&E and number of metastases in the lungs were counted under the microscope at 10 X magnification. Photomicrographs of mammary gland tumors were captured on a Zeiss Axio Imager Scanning Microscope at 10 X magnification with ZEN software.

### Tumor cell transplantation

For orthotopic implantations, 11–13 weeks old immunocompromised NOD/SCID;common gamma receptor −/− (NSG) female mice were anesthetized with isoflurane and injected with 1 × 10^6^ PyMT-1099 or PyMT-1099 long term (LT) cells in 100 µl Matrigel plus PBS (1:1) in the 9^th^ mammary fat pad. Tumors were measured during their progression and mice were sacrificed when either the tumors reached the total volume of 1.5 cm^3^ or when mice appeared unhealthy during the course of the experiment, whichever was earlier. 6 mice per group were used. Tumor volume was calculated according to the formula V = 0.543 × (L × W × W) where L represents length and W represents width of tumors measured by a digital Vernier caliper.

For tail vein injections, 6–8 weeks old NSG or FVB/N (female) mice were injected with 1 × 10^6^ tumorigenic cells in 100 µl PBS into the tail vein (intravenously). Mice were routinely observed for general health status. Mice were sacrificed 8 weeks post-injection and lungs were assessed for metastases formation histologically. 6 mice per group were used. All studies involving mice were approved by the Swiss Federal Veterinary Office (SFVO) and the regulations of the Cantonal Veterinary Office of Basel Stadt (license 1907). Animal experiments were performed in strict accordance with the guidelines of the Swiss Federal Veterinary Office (SFVO) and the regulations of the Cantonal Veterinary Office of Basel-Stadt (license number 1907). During the whole course of animal experiments, all efforts were made to minimize suffering.

### RNA sequencing analysis

For the EMT time-course, PyMT-1099 or NMuMG (E9) cells were treated with 2 ng/ml TGFβ for 2 h, 6 h, 12 h, 24 h, 36 h, 48 h, 72 h, 96 h, 7d or 10d. Untreated cells served as control. For the MET time course, TGFβ was withdrawn from PyMT-1099 or NMuMG (E9) cells after 10d of treatment. Cells were then seeded without TGFβ for 1, 2, 3, 4, 7 or 10d. 10d TGFβ treated cells (MET d0) served as the control for MET experiment. Biological duplicates were prepared for RNA sequencing.

Total RNA was isolated from the samples above using the miRNeasy Mini Kit (Qiagen, 217004) with on-column DNAse digestion according to the manufacturer’s instructions. RNA quality control was performed with an RNA ScreenTape on the Agilent 4200 TapeStation and the concentration was measured by using the Quanti-iT RiboGreen RNA assay Kit (Life Technologies). 200 ng of RNA was subjected to rRNA depletion and utilized for library preparation with the Truseq Stranded Total RNA Library Prep kit with Ribo-Zero Gold (Illumina). Library QC was performed with a Fragment Analyzer (AATI) using the Standard Sensitivity NGS Fragment Analysis Kit (DNF-473). RNA-Seq libraries were sequenced SR81 with NextSeq. 500 High Output v2 kit (Illumina) on an Illumina NextSeq 500 using protocols defined by the manufacturer. Primary data analysis was done using Illumina RTA Version 2.4.11.

Single-end RNA-seq reads (81-mers) were mapped to the mouse genome assembly, version mm10, with RNA-STAR^32^, with default parameters except for allowing only unique hits to genome (outFilterMultimapNmax = 1) and filtering reads without evidence in spliced junction table (outFilterType = “BySJout”). Expression levels per gene (counts over exons) for the RefSeq mRNA coordinates from UCSC (genome.ucsc.edu, downloaded in December 2015) were quantified using qCount function from QuasR package (version 1.12.0)^33^. The differentially expressed genes were identified using the edgeR package (version 3.14.0)^34^. Genes with p-value ≤ 0.05 and minimum log2 fold change of +/−0.58 were considered as differentially regulated and were used for downstream functional and pathway enrichment analysis.

### Functional enrichment analysis

Functional enrichment analysis of differentially expressed genes for biological processes or pathways were performed in R using several publicly available Bioconductor resources, including org.Ms.eg.db (version 3.6.0), GO.db (version 3.4.1), GOstats (version 2.42.0)^35^, KEGG.db (version 3.2.3) and ReactomePA (version 1.16.2)^36^. The significance of each biological processes or pathways identified was calculated using the hypergeometric test (equivalent to Fisher’s exact test) and those with p-values ≤ 0.05 were considered significant.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7.0 software. All data are presented as mean ± S.E.M. p-values < 0.05 were considered statistically significant. All experiments were repeated thrice, unless otherwise stated.

## Electronic supplementary material

Supplementary Information

## Data Availability

The datasets generated and/or analyzed during the current study are deposited at Gene Expression Omnibus (GEO, accession numbers: GSE112797 (NMuMG (E9) EMT RNA-Seq data); GSE117474 (NMuMG (E9) MET RNA-Seq data); GSE1145722 (PyMT-1099 EMT and MET RNA-Seq data).

How the deposited data were processed for this re-analysis (not part of the article)

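RNA from NMuMG (E9) cells was sequenced at 7 time points of an MET, with 2 biological replicates each. MET day 0 was the end of 10 days in 2 ng/ml TGFβ, and the other samples were taken 1, 2, 3, 4, 7 and 10 days after TGFβ withdrawal. The other time courses of the paper, the EMT of NMuMG (E9) cells and both time courses of PyMT-1099 cells, were not analysed here. The groups are the days, taken from the sample labels.

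The authors mapped the reads to mm10 with STAR and kept unique hits, counted reads over the exons of RefSeq mRNAs with QuasR, and used edgeR for differential expression. The values the authors deposited are treated as a score, a normalized value per gene and sample, since the paper does not name their unit. They have the pattern of CPM values on scaled library sizes, because every value of a sample is a whole multiple of the worth of 1 read and the samples sum to between 981054 and 1035668. They were not whole counts and were not treated as counts. No filter of the authors on low genes is visible, since 761 of the 20413 genes were 0 in all samples.

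The worth of 1 read lay between 0.03376 and 0.04896, which gives 20660141 to 29387074 reads on genes per sample, with a median of 24113487. The smallest value that 3 reads can show was at most 0.15. Values below it are not told apart from 0.

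The design written before the files arrived named a quasi-likelihood test of edgeR, which was not used because it needs counts. Counts could have been rebuilt with the worth of 1 read, but this was not done. The main test was instead limma, on log2(value + 0.1) with a mean-variance trend, for the 13203 genes with a value of at least 0.5 in at least 2 samples. The test, the pseudocount and the filter were chosen after the unit of the values had been seen and before any model was fitted. A model with a mean for each day was fitted to all 14 samples, and each day was compared with MET day 0. Genes were counted with an unadjusted p-value of at most 0.05 and a log2 fold change of at least 0.58 in size, as in the paper's methods, which do not say whether p was adjusted. Counts with Benjamini-Hochberg adjusted p-values are given beside them. Adjusted p-values of single genes are from limma. The same model gave an F-test of the 6 later days together.

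Replicates were compared by Pearson's correlation and by PCA on the log2 values of the tested genes. Differences between replicates were correlated between days and compared with all 64 ways to label the replicates within days, which is an exact permutation test. A model with the replicate number of the labels as a block was fitted beside the main one.

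Pathways were 26 mouse Reactome sets from the fgsea package, 16 metabolic, 8 of extracellular matrix and TGFβ signaling, and 2 others. They were tested with the hypergeometric test, which is the one-sided Fisher's exact test, against the 4435 tested genes with a Reactome annotation. The p-values were also adjusted by the Benjamini-Hochberg method. KEGG sets, which Fig. 5C was taken to show, were not available. Gene symbols, coordinates and transcripts were those of a GENCODE annotation of mm10.

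The genes named are the 8 genes of Fig. 5A, the 5 with the largest rise and the 5 with the largest fall at day 10, and listed genes of epithelial, mesenchymal, proliferation, TGFβ target and Ugt1a groups. The largest changes were taken among genes with a limma p-value of at most 0.05 after Benjamini-Hochberg adjustment, a log2 fold change of at least 0.58 in size, a mean log2 value of at least 2, and both day 10 samples on the same side of both day 0 samples.

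Mean changes of listed genes were compared with 10000 random sets of genes matched by 20 bins of mean expression. Shared sequence was measured as the share of the 50-nt words of a gene's transcripts that occur in transcripts of another gene.

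The alternatives were other filters, other normalizations, other pseudocounts, limma without the trend, the replicate block, fits of only the 4 samples of the days compared, each sample left out in turn, other thresholds, another background for pathways, and the Ugt1a genes counted as a single gene. The steps were tested on simulated data. With 200 genes simulated as changed, the share past the threshold with the right sign was 96.45%. The share is from 1 simulation, at day 10, and was taken over those of the 200 genes that passed the filter on low values. Of unchanged genes, 5.24% had a limma p-value of at most 0.05, and the slope of measured on true log2 fold change was 0.99. The simulation drew replicates independently, with the same dispersion for all genes, and changed genes at day 10 only. In the data the replicates of a number deviated together and many more genes changed, so these rates need not hold there. The versions were R 4.3.3, limma 3.58.1, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

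Splits of the samples into other groups were not counted, since the groups hold 2 samples each, and no test for an outlying sample was made for the same reason. Colours of Fig. 5A were not converted to values.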

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

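Tnc and Ncam1 were flagged because their change between day 7 and day 10 was opposite to their fall by day 7. From day 7 to day 10 the log2 value of Tnc rose by 1.83 (standard error 0.18, adjusted p = 1.2e-06 from limma with Benjamini-Hochberg adjustment over the 8 genes of Fig. 5A) and that of Ncam1 by 0.87 (standard error 0.13, adjusted p = 6.8e-05 from limma). A single aberrant day 10 sample would leave 1 day 10 sample above both day 7 samples, but 2 of 2 were above them for Tnc and 2 of 2 for Ncam1. With each sample rescaled to the same total, which takes out the authors' scaling between samples, the rise was 1.87 for Tnc and 0.91 for Ncam1. Zeb1 and Cdh2, which also rose from day 7 to day 10 after their fall, were not flagged, since the rule used the model without the replicate block (adjusted p = 0.083 and 0.11 from limma). With the block their adjusted p-values were 0.035 and 0.041 from limma, for a rise of 0.17 each. Fig. 5A shows the same turn in Tnc and Ncam1, and the paper's text does not discuss it. The design offers time after withdrawal as a biological explanation. Differences in culture, such as cell density, were not tested, so the rise cannot be told apart from these. RNA from cells still in the state of MET day 0 would also raise the other genes of Fig. 5A that fell. From day 7 to day 10, Zeb2 changed by -0.61 (adjusted p = 0.0034, limma) and Snai1 by -0.76 (adjusted p = 0.014, limma). Fn1 did not rise (-0.3, adjusted p = 0.088, limma). These values argue against RNA from such cells, although Zeb1 and Cdh2 rose slightly. RNA from cells of another kind was not tested and stays possible.

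The rises of 5 genes at day 10 were flagged because the paper does not discuss these genes and their values lie above those of MET day 0. The log2 fold changes were 8.33 for the gene with Entrez identifier 107350, 7.35 for Tmigd1, 7.27 for Kif12, 6.85 for Papln and 6.64 for Ugt2b34. All 5 rose in both day 10 samples over both day 0 samples, as the rule for naming them requires.

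For these genes and the 5 with the largest falls, several technical explanations were tested. Across the 12459 tested genes with an annotated transcript, the day 10 log2 fold change had a Spearman's rho of 0.01 with GC content and -0.03 with transcript length. This shows no general trend, but it cannot decide the question for the named genes, whose own GC content and length were not compared. The share of the summed values in the 10 highest genes of a sample differed by 0.9 percentage points between day 0 and day 10. All 4 of 4 samples of day 0 and day 10 correlated best with their own replicate, which is not what a mislabelled sample would give. Reads shared with near-identical genes are a candidate explanation for 1 of the 9 genes with an annotated transcript, Tagln, with 58.3% of its 50-nt words in transcripts of another gene. The share was 1.4% for Ugt2b34 and 0% for Tmigd1, Kif12 and Papln. The gene with Entrez identifier 107350 has no transcript under that identifier in the annotation used and was not checked. RNA from other cells and reads from another organism were not tested for any of them, so these rises are not called biological.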

How the results depend on the processing

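The result list, the thresholds, the gene and pathway lists and most alternatives were written before the processed files arrived. The main test, its pseudocount and its filter were not. Pseudocounts of 1 and 0.02, rescaling to the same total, quantile normalization and limma without a trend were added after the data had been seen. A main result was taken as little changed when a count stayed within 1.5 times the main count, or the mean correlation within its SD over days, so its value can still differ. By this measure 349 of 383 rows for the main results were little changed. Of 1026 rows for single genes, 1009 kept their sign and their side of the threshold. The replicate block, limma without a trend, other filters and fits of only 4 samples leave a gene's log2 fold change the same. In those rows only the p-value could change, so they do not test the sign. All 23 rows of median-of-ratios normalization for the main results were little changed, with 426 genes in place of 411 at day 1, 4 matrix and TGFβ pathways in place of 5 at day 1 and 7 metabolic pathways in place of 9 at day 4. The number of markers past the threshold was 8 at day 7 and at day 10 under every setting.

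Day 1 gave 411 differentially regulated genes, 801 with 1 read in any sample as the only filter, 223 with at least 10 reads in every sample, 205 with a pseudocount of 1 and 115 with Benjamini-Hochberg adjusted p-values of limma. These settings change the weight of genes with few reads or small effects, and the day 1 list depends on them more than the later lists do. At day 2 the filter of 10 reads gave 667 genes against 1064. Without a minimum fold change the numbers were 2621 at day 1, 4147 at day 2, 5637 at day 3, 6331 at day 4, 8347 at day 7 and 9479 at day 10, against 411, 1064, 2128, 2755, 4314 and 5568. The matrix and TGFβ pathways then went from 5 to 0 at day 1 and from 6 to 0 at day 10, but numbered 6 on days 2, 3, 4 and 7. The metabolic pathways went from 5 to 2 at day 2. This setting adds genes with small but repeatable changes to the lists, up to 9479 of the 13203 tested genes at day 10.

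The single metabolic pathway of day 1 was lost (0) with at least 10 reads in every sample, with a pseudocount of 1, with quantile normalization, with limma without a mean-variance trend, and with all genes of the files as background, and it became 2 with only the 4 samples of the 2 days. At day 2 the number was 5, with 8 under the replicate block, 3 under quantile normalization and 1 with the Ugt1a genes counted as a single gene. At day 3 it was 5, and 8 with values rescaled to the same total. Across the 4 fits that each left out 1 sample, metabolic pathways ranged from 0 to 4 at day 1, from 0 to 6 at day 2 and from 6 to 10 at day 3, and matrix and TGFβ pathways from 3 to 5 at day 1. The mean correlation of replicates, 0.9936, became 0.9967 with Spearman's rho, 0.99 with a pseudocount of 0.02, 0.9966 with a pseudocount of 1 and 0.9691 over the 500 most variable genes.

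Signs reversed in 7 rows of single genes, all of them small changes. Zeb2 at day 1 (-0.014) became 0.004 with values rescaled to the same total, and ranged from -0.05 to 0.021 with a sample left out. With a sample left out, Snai1 at day 1 (0.226) ranged from -0.049 to 0.501, Ncam1 at day 1 (0.021) from -0.065 to 0.107, and Cdh1 at day 3 (0.27) from -0.123 to 0.663. Another 6 rows were stronger and 4 weaker.

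The DESeq2 test and edgeR's exact test, planned as alternatives, were not run because they need counts, and the files hold normalized values. The planned median-of-ratios normalization was run on those values, and the planned prior count of 0.5 was replaced by the pseudocount of 0.02.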

Differences from the paper's values

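The paper states no value in its text for a measure computed here, and the colours of its heat maps were not converted to values. The directions of the 8 genes in Fig. 5A at day 7 and day 10 were the same here. Fig. 5C was taken to show KEGG pathways. The paper does not state this, since its legend names a GO analysis and its methods list GO, KEGG and Reactome resources. The comparison here uses Reactome pathways, so on this reading the gene sets are not the same. The p-values here are from the one-sided Fisher's exact test.

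In Fig. 5C, TGFβ signaling is enriched in NMuMG (E9) cells on the first days after withdrawal. The Reactome set of signaling by the TGFβ receptor complex had an exact p = 1 at day 1, 0.78 at day 2 and 0.89 at day 3. Fig. 5C shows no enrichment of ECM-receptor interaction or focal adhesion at day 7, while the Reactome set of extracellular matrix organization had an exact p = 3.1e-12 at day 7. Fig. 5C shows metabolic pathways as a whole enriched at day 10, where the Reactome set of metabolism had an exact p = 0.13, and pentose and glucuronate interconversions at day 10, where glucuronidation had an exact p = 0.12. The metabolic pathways of Fig. 5C are hardly enriched at day 2, where glucuronidation had an exact p = 1.9e-05 here, and glycolysis is hardly enriched at day 7, where the Reactome set had an exact p = 0.0022. With the Ugt1a genes counted as a single gene, an alternative set before the files arrived, glucuronidation had an exact p = 0.28 at day 2.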

Other observations

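The replicates with the same number deviated together. Of the 64 ways to label the replicates within days, 1 gave a mean correlation of the replicate differences as high as the labels did (0.082), which is the labels' own and the smallest share possible. This is what the replicate number as a batch would give. A hypothesis made after this was seen is that replicate 1 was further along the course of MET. Replicate 1 lay further along the line from day 0 to day 10 on 7 of 7 days, by 6.3% of the course on average (exact sign-flip permutation p = 0.0156, the smallest that the 128 assignments of signs allow). With the part along that line taken out, the mean correlation was 0.021, and 5 of 64 labelings were as high. The predictions of both of these tests were written after the first result was seen, on the same data. The lead of replicate 1 may therefore account for most of the shared deviation. Whether it comes from the culture or from the handling of the samples cannot be told apart, since the files name no batch or date. The largest lead was at day 3, where replicate 1 had gone 39.7% of the way and replicate 2 21.7%.

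The 8 Ugt1a genes in the files rose together. The median over samples of the second-highest over the highest Ugt1a value was 0.72, where separate counting of separate transcripts was predicted to give less than 0.5. This is consistent with reads on shared exons being counted for each gene, so the genes are not 8 separate observations. Of the 8 metabolic pathways past the threshold at day 10, 8 stayed past it with the Ugt1a genes counted as a single gene. Only biological oxidations (93 to 88 genes) and phase II conjugation (52 to 47 genes) changed in size, so only these were put to the test. Their exact p-values went to 9.3e-06 and 0.0018. This gene cluster counted several times therefore does not account for the day 10 result.

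The listed TGFβ target genes fell at day 1, by a mean log2 fold change of -0.31 over 8 tested genes. Of 10000 random sets matched for expression, 44 were as low, and the central 95% lay between -0.22 and 0.19, so a general shift of genes at that expression level does not account for the fall. Tgfbi went the other way by day 10, with a log2 fold change of 3.72 from a value of 0.118 to 2.627. For the 15 proliferation genes the mean at day 10 was -0.44, and 523 of the sets were as low, within the central 95% from -0.51 to 0.33. On the earlier days their mean lay above day 0, at 0.28 on day 1, 0.48 on day 3 and 0.35 on day 7. Those days were not compared with random sets. The fall of these genes by day 10 was within the spread of random sets. This test therefore does not separate it from a general shift of genes at that expression level, and does not show such a shift. Of the 15 genes, 4 were past the threshold downwards at day 10 and 0 upwards. The Reactome set of the mitotic cell cycle had 24 up-regulated and 91 down-regulated genes at day 10.

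The number of differentially regulated genes by day had a Spearman's rho of 0.71 with the mean depth of the day's samples over 6 days (exact permutation p = 0.136), and a Pearson's r of 0.55 (exact permutation p = 0.262). Without the 2 days farthest from the median depth, Pearson's r was 0.76 over 4 days. The prediction for depth as the cause asked for a p-value of at most 0.05, which was not met, but 6 days leave a part played by depth open. No batch is named, so the only fit that took out a possible batch used the replicate number as a block. It gave 438 genes at day 1 and 5572 at day 10.

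Of the epithelial genes on the list, 11 were tested, and at day 10 4 were past the threshold upwards and 4 downwards. Cdh1 (log2 fold change 2.887), Krt19 (4.038), Ocln (3.932) and Esrp2 (1.280) rose. Cldn4 changed by -6.546, from 18.394 to 0.098, and St14 by -4.424, Cdh3 by -2.318 and Grhl2 by -1.375, the last 3 from values below 3. Of the 15 tested mesenchymal genes, 15 were past the threshold downwards at day 7 and 14 at day 10. No explanation was tested for these genes.

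The 5 largest falls at day 10 are given with the numbers of genes by day. They were first listed among the flagged results and were taken off that list after their values had been seen, because the rule concerns signals above the control.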
